A study of Mus musculus with 2 samples. Its data were reported in "Single cell RNA analysis of the left–right organizer transcriptome reveals potential novel heterotaxy genes" (2023).

How the data were processed

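RNA was measured in 2 libraries from FOXJ1-EGFP mouse embryos at early somite stages, in which the FOXJ1 promoter marks cells of the left–right organizer (LRO) with green fluorescent protein. Embryos were dissected, cells were sorted by fluorescence, and the GFP-positive pool (LRO cells) and the GFP-negative pool (non-LRO cells) each gave 1 library. The pools came from different sets of embryos. Per the labels, RNA was turned into double-stranded cDNA with an amplifying kit that does not keep strand, and libraries were made with a transposase kit.

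Reads were aligned with TopHat and quantified with Partek Genomics Suite 6.6 by the authors. The deposited estimated counts are reads assigned to each RefSeq transcript, and reads shared by transcripts of a gene were split, so values need not be whole. The deposited RPKM values are reads scaled to transcript length and to the library total, as calculated by the authors. The deposited p-value of each transcript is unadjusted and comes from a log-likelihood test on the reads of the 2 libraries, so it compares these libraries and not the conditions. The deposited table also gives transcript length in bases, as another unit. It held 27606 transcripts of 17586 gene symbols, of which 5297 had several transcripts and 35 lay on more than 1 chromosome. No transcript had 0 reads in both libraries. 4 further columns of values per library (junction and incompatible RPKM) were not used here.

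The column of the non-LRO library named its cells as GFP negative. The column of the LRO library carried no label of either sample, and it was assigned because it was the only other library of the table and because the study lists the same reads under GFP-positive cells. The labels name the mm10 build, yet transcript ends on chromosome 1 reach 197002910, beyond the last end of 195323493 that the GENCODE M21 annotation of GRCm38 gives there. Positions are therefore those of the deposited table, in an older build than GRCm38, and were not converted to another build.

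Reads were summed per gene symbol and rounded to whole numbers. The library total behind the RPKM values was recovered from reads, length and RPKM, and was 30277870 for the LRO library and 24407299 for the non-LRO library. The LRO to non-LRO ratio of each gene was taken after scaling to these totals, with an exact conditional binomial (Clopper-Pearson) 95% interval. A gene was called higher when the lower bound exceeded 2 and lower when the upper bound was under 0.5. With 1 library per group the differences have no replicate check, and no test of the conditions was made. Intervals cover the counting error of reads only. Amplified reads are not independent molecules, so the intervals can be too narrow. A gene with 0 reads in a library was set against a floor of 3 reads in that library. Folds given against the floor are a convention and can lie above the lower bound of the 95% interval. List medians with genes at 0 reads set to their bound use the same floor.

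For gene lists, log2 ratios used a pseudocount of 1 read, and the median of a list was ranked among 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these 2 libraries. There were 34 lists with measured members: hand-written lists of pathways and complexes, the gene list that the study derived from single cells of other embryos, and 16 lists of markers of its single-cell clusters. Genes under mitochondrially encoded symbols had no transcript in the table. Across the 9894 genes with at least 50 reads in both libraries the median log2 ratio was -0.31, so list medians are given relative to that shift. Single-gene folds are given as scaled to the library totals.

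The study's filter for LRO-specific genes was applied to transcripts: 0 RPKM in non-LRO cells, above 1 RPKM in LRO cells and a q-value under 0.01. A figure legend of the study gives 0.1 as the q-value limit, and this was 1 of the alternatives. The table used here held unadjusted p-values, so q-values were recomputed by the Benjamini-Hochberg method over all 27606 transcripts.

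The groups, lists, size rule and alternatives, and the rule for naming genes, were fixed before the data were examined. That rule took the 20 genes with the highest lower bound and the 20 with the lowest upper bound, up to 4 leading members of each described list with members going the other way, all genes passing the study's filter, and 11 genes known from the study. Genes named outside it were chosen after their values were seen, and the text says so.

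The alternatives were other scalings (assigned reads, TMM factors from edgeR 4.0.16, and the median ratio of well-read genes), fold bounds of 1.5 and 4, a 99% interval, a filter of at least 50 reads over both libraries, transcripts in place of gene sums, thinning of the deeper library, reads divided by 10, pseudocounts of 0.5 and 5, and other limits of the study's filter. A scaling without Rn45s and Lars2 was added after seeing the data.

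The size rule was tested on simulated data for this comparison, with 17586 genes of which 200 were changed by known folds. The changed genes were drawn from those with at least 50 expected non-LRO reads before the change. Recovery of genes with fewer reads was therefore not tested. With counting error only, 96% of genes changed 3-fold and 100% of those changed 4-fold or 8-fold were called, and 1 of 17386 unchanged genes was called. With an added spread of 40% in each library, 1609 of 17386 unchanged genes were called, as were 26%, 74%, 76% and 96% of those changed 1.5-fold, 3-fold, 4-fold and 8-fold. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.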

Results

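Sorted cells of the left–right organizer (LRO), the ciliated pit where the left–right axis of the mouse embryo is first set, were compared with sorted non-LRO cells. There was 1 library per group, so the differences below have no replicate check and compare these 2 libraries. In the LRO library 16672852 reads were assigned to transcripts, and in the non-LRO library 13418798. At least 1 read was found for 15354 genes in the LRO library and for 16787 genes in the non-LRO library. At least 50 reads were found for 10536 and 10773 genes respectively. A floor of 3 reads corresponds to 9.91e-06% of the LRO total and 1.23e-05% of the non-LRO total. The precursor of ribosomal RNA (Rn45s), named after the data were seen, took 23.9% of assigned reads in the LRO library and 17.6% in the non-LRO library.

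Genes of the node and notochord and of motile cilia were among the highest in the LRO library, which held few reads of embryonic globin genes. Noto, a homeobox gene of the node, had 307 reads in the LRO library and 0 in the non-LRO library. Against the floor of 3 reads that is 82.5-fold higher, and the lower bound of the 95% interval was 66.7. Shh, the signal made by node and notochord, was 65.5-fold higher (95% interval 34.3 to 144). The outer dynein arm gene Dnah5 was 96.1-fold higher (37.3 to 354). The 20 genes with the highest lower bound also held Sox10 (733 against 7 reads), Acta1 (248 against 3) and Barhl2 (179 against 2). In the other direction, the embryonic globin gene Hba-x had 3 reads in the LRO library and 25316 in the non-LRO library.

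By the size rule 699 genes were higher in the LRO library, 2167 were lower and 14720 were neither. Higher genes made up 24.4% of the called genes. This split depended on the scaling, and with TMM factors 1134 genes were higher and 1388 lower, so that higher genes made up 45.0%. All 699 higher genes were also higher with TMM. Of the higher genes, 103 had 0 reads in the non-LRO library, and 493 of the lower genes had 0 reads in the LRO library.

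**Figure D1:**
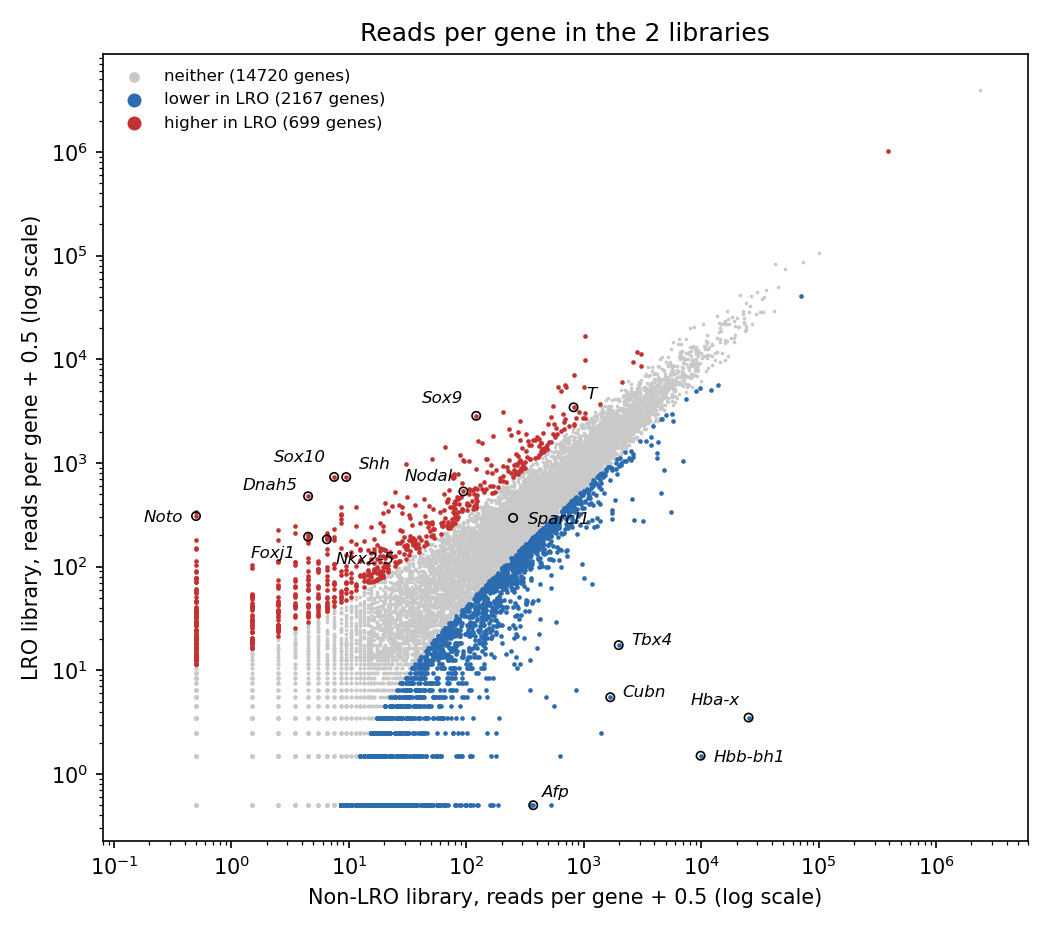
Reads per gene in the non-LRO library (horizontal) and the LRO library (vertical), with 0.5 reads added and both axes on a log scale; each point is a gene, colored by its call under the size rule. Noto lies on the left edge with 0 non-LRO reads, and Hba-x and Hbb-bh1 lie at the lower right with 3 and 1 LRO reads.

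Regulators of the axial mesoderm and node were higher as a group. Of 17 measured genes, 12 were higher, 2 lower and 3 neither. The median log2 ratio, relative to the shift of genes with at least 50 reads in both libraries, was 2.94. This median lay above all 10000 random lists (percentile 100). Foxj1, the regulator of motile cilia whose promoter drives the reporter, was 39.1-fold higher (15 to 145), with 194 against 4 reads. Cells were sorted on that reporter, so the value of Foxj1 is a check of the sort and not a separate finding. Foxa2, a transcription factor of node and endoderm, was 12.2-fold higher (8.23 to 19). Sox9 was 19-fold higher (15.8 to 23.0), and the mesoderm gene T was 3.39-fold higher (3.14 to 3.66). Lhx1 and Cer1 went the other way, 4.49-fold (3.50 to 5.81) and 5.95-fold lower (4.78 to 7.47). Among the marker lists from single cells of other embryos, 22 of 29 LRO markers were higher and 0 lower, with a median of 3.11. Of 20 axial mesoderm markers, 9 were higher and 0 lower, with a median of 1.30, and both lists lay at percentile 100. The single-cell LRO list described below also holds 14 of the 17 regulators and 27 of the 29 LRO markers. Results for these lists are therefore not separate support.

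Genes of the left–right signalling list were higher in part. Of 15 measured, 6 were higher, 1 lower and 8 neither (median 1.24, percentile 100). The Nodal antagonist Dand5 was 14.1-fold higher (8.88 to 23.7) as a sum over its transcripts. A look at these, taken after the results were seen, found 315 against 5.79 reads on its non-coding transcript and 17.5 against 13.2 on the protein-coding one, whose ratio of 1.05 (0.482 to 2.36) did not pass the size rule. Nodal itself was 4.55-fold higher (3.65 to 5.73), and Lefty2, another Nodal antagonist, was 10.6-fold higher (8.79 to 12.8). The Nodal co-receptor Tdgf1 was 28.6-fold higher (12.9 to 78.9). Pkd2, which encodes a ciliary calcium channel, was 2.66-fold lower (2.28 to 3.10), a call that ended with TMM factors. Bicc1, an RNA-binding protein of node cells, was 3.95-fold higher (3.33 to 4.70). In the hedgehog pathway Shh and Hhip were higher and the other 11 of 13 genes were neither (median 0.82, percentile 99.98). With TMM factors 4 genes of this list were higher.

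Genes for structural parts of motile cilia were higher in part. Of 22 axonemal dynein and docking genes, 11 were higher, 1 lower (Dnah17) and 10 neither (median 2.44). Dnah9 was 36.1-fold higher (13.8 to 134) and Dnah6 38.1-fold higher (19.1 to 88.9). Of 26 genes of the radial spokes, central pair and nexin link, 9 were higher and 0 lower (median 1.95), among them Hydin of the central pair at 26.8-fold (13.4 to 62.7). Of 33 tektins and other axonemal genes, 17 were higher and 0 lower (median 2.69), or 11 higher with at least 50 reads over both libraries. Among them were Cfap126 at 90.7-fold (24.8 to 753) and Ccdc108, now called Cfap65, at 48.9-fold against the floor. All 3 lists lay at percentile 100. Many of their higher genes, Dnah5, Dnah6, Dnah9, Hydin, Cfap126 and Ccdc108 among them, are also in the single-cell LRO list described below. Results for these lists and that list are therefore not separate support. With genes at 0 reads set to their bound, the 3 medians were 1.98, 1.73 and 2.34. Among 14 dynein assembly factors Lrrc56 was higher, at 3.34-fold (2.18 to 5.30), a call that ended with a 99% interval, and 2 were higher with TMM factors. The list median of 0.85 lay at percentile 99.7.

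None of 28 intraflagellar transport genes passed the size rule in either direction (median 0.09, percentile 86.1), although 1 was higher with TMM factors. Of 28 genes of the BBSome and the transition zone at the base of the cilium, Tctn3 alone was higher (median 0.07, percentile 83.8), and 2 were higher with TMM factors. Among 13 regulators of ciliogenesis, Noto, Foxj1 (behind the sort itself), Ccno and Rfx3 were higher, Myb was lower and 8 were neither (median -0.10, percentile 48.2). Rfx3 was 2.15-fold higher, with an upper bound of 2.31 and a lower bound just above the limit of 2, and its call ended with scaling to assigned reads. The call of Myb ended with TMM factors and that of Ccno with at least 50 reads over both libraries. The planar polarity and Wnt antagonist list went both ways, with 3 of 20 genes higher and 3 lower (median 0.52, percentile 99.9). Sfrp5, Prickle2 and Fzd6 were higher and Celsr3, Prickle3 and Wnt11 were lower. The calls of Prickle3 and Wnt11 ended with at least 50 reads over both libraries, and that of Fzd6 with a 99% interval.

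**Figure D2:**
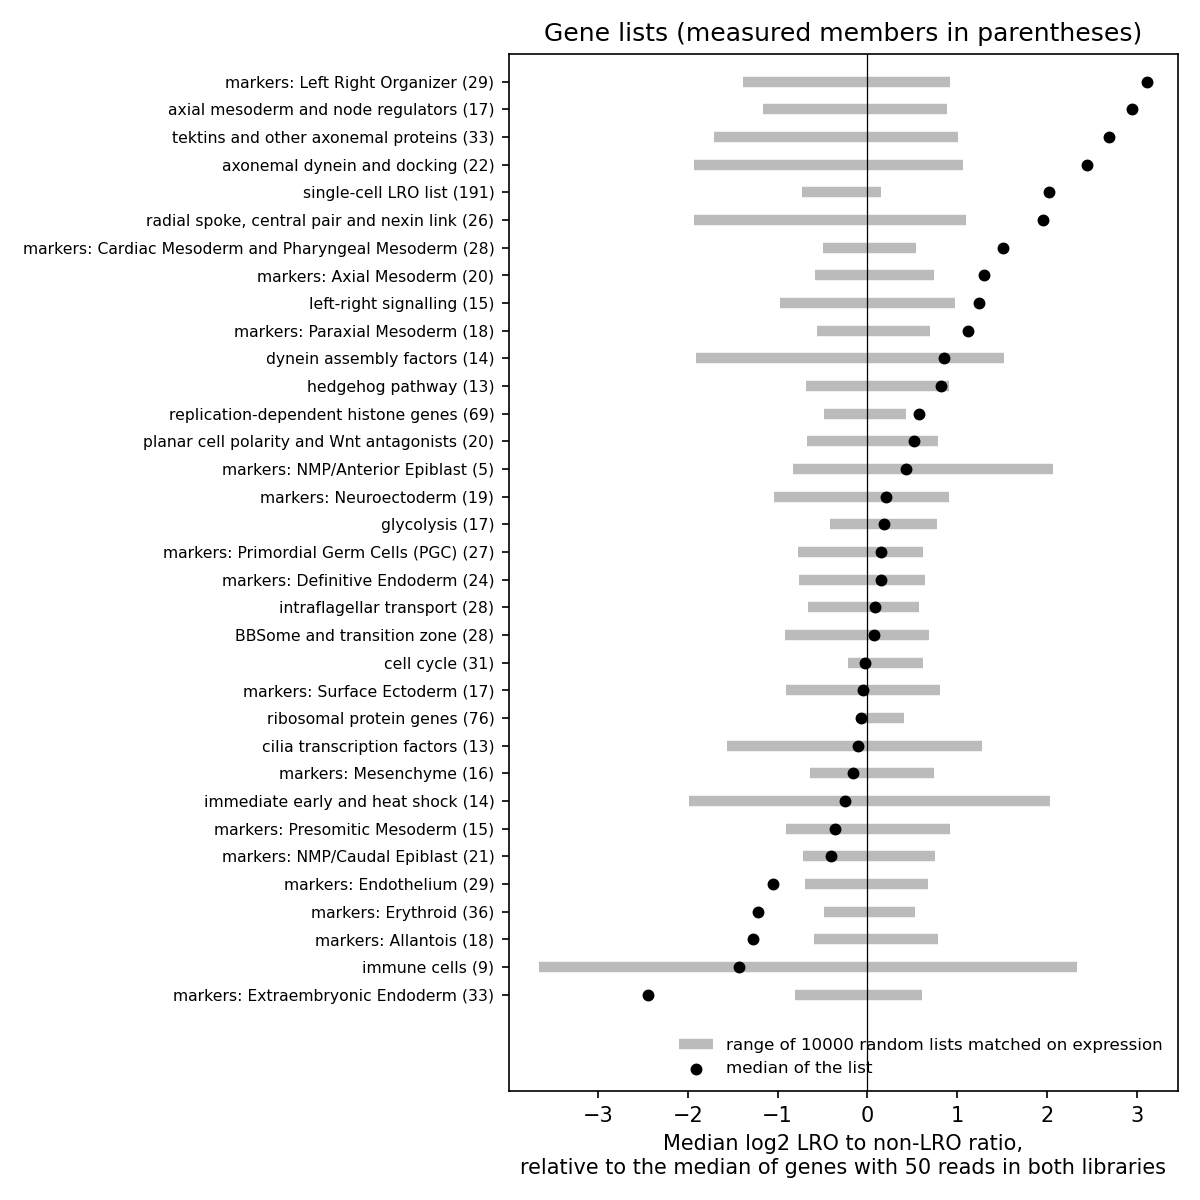
Median log2 LRO to non-LRO ratio of each gene list (points), relative to the median of genes with 50 reads in both libraries (line at 0), with the range of the medians of 10000 random lists matched on expression (grey bars). LRO markers sit at 3.11 and extraembryonic endoderm markers at -2.44, both outside the random range.

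The study's filter for LRO-specific genes passed 20 transcripts of 20 genes, or 26 transcripts with a q-value limit of 0.1. Of these, 17 were protein-coding and 3 were non-coding. They had 8 to 333 reads in the LRO library and 1.04 to 7.94 RPKM. Gm572 led with 333 reads, 89.5-fold higher against the floor, and lay on chromosome 4 at 148017426 to 148045682 in the coordinates of the deposited table. Noto lay on chromosome 6 at 85373880 to 85378872. Of the 17 protein-coding transcripts, 12 belonged to genes of the single-cell LRO list. Against the floor, Odf3b among them was 39.2-fold higher, Pifo 30.4-fold and the nexin link gene Drc1 21.0-fold. The others in that list were Noto, Ccdc108, Cfap206, Lrrc23, Efcab10, Meig1, 1700007K13Rik, 1110017D15Rik and 1700007G11Rik. The 5 outside it were Gm572, H2-DMb1, Ferd3l, Defa22 and Tff3. Defa22 belongs to a family of near-identical defensin genes, so its reads are uncertain. The non-coding transcripts were Pantr1, Mir6516 and 1110058D11Rik, and of the 20 genes Mir6516 was the 1 that did not pass the size rule. The calls of Pantr1, Ferd3l, Tff3, Meig1, Defa22, 1110017D15Rik and 1700007G11Rik ended with at least 50 reads over both libraries. A transcript at 0 reads in this non-LRO library may still have been present below its depth.

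Of 196 genes in the single-cell LRO list, 191 were measured. In the LRO library 81 were higher, 4 lower and 106 neither, and the median of 2.01 lay above all random lists (percentile 100). With genes at 0 reads set to their bound the median was 1.81. The 4 lower genes were Lhx1, Necab2, Smpdl3a and Lrrc34, and the calls of Smpdl3a and Lrrc34 ended with at least 50 reads over both libraries. The 3 genes that the study examined by in situ hybridization, and saw in the LRO by that method, did not pass the size rule. Staining in the embryo and a ratio of 2 sorted pools are unlike measures. Ttll3, a tubulin ligase, had a ratio of 0.542 (0.356 to 0.818), Syne1, a nuclear envelope protein, 1.16 (0.924 to 1.45) and Sparcl1, a matrix protein, 0.951 (0.801 to 1.13).

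Blood, yolk sac, vascular and allantois markers were lower in the LRO library. Of 36 erythroid markers 19 were lower and 0 higher (median -1.22). The ratio for Hba-x was 9.55e-05 (1.97e-05 to 0.000279), and Hbb-bh1, another embryonic globin, had 1 read against 9883. The erythroid regulators Gata1 and Klf1 had 0 LRO reads and were 51.3-fold and 67.4-fold lower against the floor. Of 33 extraembryonic endoderm markers 20 were lower and 0 higher (median -2.44). Afp was 153-fold lower against the floor, and the endocytic receptor Cubn was 417-fold lower (178 to 1287). Of 29 endothelial markers 13 were lower and 2 higher (median -1.06), and Gadd45g led the lower ones with 2 against 150 reads. The endothelial genes Cdh5 and Pecam1, with 5 and 0 LRO reads, were also among the 20 lowest. Of 18 allantois markers 11 were lower and 0 higher (median -1.27), led by Tbx4 at 145-fold (90.2 to 249). These 4 lists lay at percentile 0.

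Markers of the heart and the pharyngeal region were higher in the LRO library. Of 28 cardiac and pharyngeal mesoderm markers 13 were higher, 0 lower and 15 neither (median 1.51, percentile 100). The cardiac transcription factor Nkx2-5 was 24.6-fold higher (11.1 to 67.9), Mef2c was 7.49-fold higher (6.54 to 8.61) and the giant sarcomere gene Ttn was 6.64-fold higher (6.13 to 7.20). Of 18 paraxial mesoderm markers 5 were higher and 1 lower (median 1.11, percentile 100), led by Tbx1 at 16.6-fold (10.6 to 27.4), and 9 were higher with TMM factors. Sox10, a neural crest transcription factor, was 84.4-fold higher (40.8 to 211), the third highest lower bound of all genes.

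Presomitic mesoderm markers were lower for 5 of 15 genes (median -0.37, percentile 5.32), or 3 with TMM factors, and caudal epiblast markers for 5 of 21 (median -0.40, percentile 0.93). Of 16 mesenchyme markers 2 were higher and 6 lower (median -0.17, percentile 11.1). Definitive endoderm markers had 1 higher and 4 lower of 24 (median 0.15, percentile 84.8), with the endoderm regulator Sox17 5.79-fold lower (3.45 to 10.2). Surface ectoderm markers had 1 higher and 3 lower of 17 (median -0.05, percentile 49.8), and neuroectoderm markers 0 higher and 1 lower of 19 (median 0.20, percentile 88.0), or 0 lower with TMM factors. Of 27 primordial germ cell markers 1 was higher and 4 lower (median 0.15, percentile 88.4), or 2 lower with TMM factors. The higher one was Prdm1, at 12.4-fold (10.7 to 14.3). None of 5 anterior epiblast markers was called (median 0.43, percentile 88.8).

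None of 31 cell cycle genes was called (median -0.02, percentile 5.81). Of 17 glycolysis genes Pfkp and Slc2a3 were lower (median 0.18, percentile 68.6), and of 14 immediate early and heat shock genes Egr1 and Fosb were higher and Atf3, Hspa1a and Hspa8 lower (median -0.25, percentile 43.1). The call of Hspa8 ended with TMM factors, with the median ratio and without Rn45s and Lars2, and that of Hspa1a with at least 50 reads over both libraries. Of 76 ribosomal protein genes Rpl9, Rps13 and Rpl30 were lower and 0 higher (median -0.07, percentile 0), and with TMM factors 0 were lower. Of 69 replication-dependent histone genes 9 were higher and 3 lower (median 0.57, percentile 100), and 21 were higher with TMM factors. Histone genes share near-identical sequence, so the reads of single members are uncertain. Of 9 measured immune cell genes 3 were lower, namely H2-Aa, Cd74 and Coro1a (median -1.43, or -0.74 with genes at 0 reads set to their bound, percentile 7.46), or 1 with at least 50 reads over both libraries. That gene, Coro1a, lost its call with TMM factors.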

Values the study reported

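The study reported 17 LRO-specific genes from the bulk libraries, with 12 of them restricted to the LRO cluster in single cells. The others had some axial mesoderm expression too, or were not detected in any cluster. The study judged this from expression plots and not from membership in its LRO list. From single cells it defined 196 LRO genes. It obtained 1086 GFP-positive cells with 2.5 ng of RNA and sorted 12,000 GFP-negative cells with 206.7 ng of RNA.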

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

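The scaling without Rn45s and Lars2, and the counts of Hox genes, were chosen after the data were seen. Counts of higher genes were 1134 with TMM factors, 1056 with the median ratio, 1242 and 246 with fold bounds of 1.5 and 4, 1410 over transcripts and 155 with reads divided by 10. Counts of lower genes under these settings were 1388, 1443, 3872, 680, 3834 and 293, and 1343 with at least 50 reads over both libraries. TMM factors moved the median log2 ratio of well-read genes to 0.04 by construction, since they centre the ratios, and the split moved with it. The fold bound and the number of transcripts act by construction, and for the other moves the cause was not tested. The study's filter passed 50 and 9 transcripts with RPKM limits of 0.5 and 2, and 97 with up to 3 non-LRO reads. Of the single-cell LRO list 51 genes were higher with a fold bound of 4 and 31 with reads divided by 10. The other 23 of 41 recomputed counts stayed within 1.5 times, as did 54 of 66 counts over the other lists. Of 153 named genes with a call, 64 no longer passed with reads divided by 10, 54 with a fold bound of 4 (Nodal, T and Bicc1 among them), 19 with at least 50 reads and 15 with TMM factors. Dividing by 10 stands for amplified copies of fewer molecules, whose true number was not tested, so calls on few reads are the least secure. No paired analysis was possible because each group had 1 library.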

Other observations

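The Hox, neural crest and sex-linked genes and the tests in this part were chosen after the results were seen, except the counts of higher and lower genes with TMM factors, which were planned. Genes of the Hox clusters, which set position along the body axis, were lower in the LRO library. Of 36 measured Hox genes 25 were lower, 0 higher and 11 neither. Their median log2 ratio relative to the shift of well-read genes was -2.50, or -2.50 with genes at 0 reads set to their bound. In paralog groups 9 to 13, 10 of 13 genes were lower, and Hoxc9, with 0 against 98 reads, was 40.5-fold lower against the floor. In groups 4 to 8, 12 of 15 genes were lower. In groups 1 to 3, 3 of 8 were lower, among them Hoxd3 at 33.5-fold (17.9 to 70.6) and Hoxd1 at 9.26-fold (6.72 to 13), while Hoxb1 had 904 against 920 reads.

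A list of 20 neural crest genes, written after Sox10 was seen among the highest genes, had 9 higher, 2 lower and 9 neither, with a median of 1.70. Of these, 1 gene is also in the single-cell LRO list. Foxd3 was 33.7-fold higher (12.9 to 125) and Tfap2b 27.8-fold higher (15.3 to 56.1), while the abundant gene Crabp1 had a ratio of 0.822 (0.782 to 0.864). Msx1 and Msx2, which mesoderm also expresses, were lower. Of the higher genes, Sox9 is also in the list of axial mesoderm and node regulators. Tfap2a is also among the surface ectoderm markers.

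Transcripts linked to sex differed in part. Xist was 3.06-fold lower in the LRO library (2.97 to 3.16), and the Y-linked genes Eif2s3y and Uty were 6.82-fold (4.85 to 9.81) and 5.96-fold lower (4.24 to 8.56). The Y-linked genes Ddx3y, at 2.18-fold lower (1.72 to 2.76), and Kdm5d, at 1.92-fold lower (1.60 to 2.32), did not pass the size rule.

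Lower genes outnumbered higher genes. Leaving out Rn45s and Lars2, whose reads took 29.9% of assigned reads in the LRO library and 20.5% in the non-LRO library, moved the lower share of called genes from 75.6% to 65.9% and the median log2 ratio from -0.31 to -0.13. These reads may therefore contribute, while the share left above the limit of 60% set after the data were seen argues against them as the whole cause. With TMM factors 55.0% were lower, but these factors centre the ratios by construction, so whether 1 scaling factor is off for all genes stays open. A loss of molecules from the smaller LRO input stays open. There were 370 genes with 0 LRO reads and at least 10 non-LRO reads and 108 the other way, but 0 of 180 genes of broadly used complexes with at least 10 non-LRO reads were at 0, against 2.73% of all genes with that many. Those 180 genes had a median of 2823.5 non-LRO reads against 17 for the 370, so few of them would reach 0 by chance and this decides nothing, and a difference in cell types gives zeros too.

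Cardiac and pharyngeal markers were higher in the LRO library, and 0 of these genes are in the single-cell LRO list. That overlap is largely set by how the lists were made, because markers among the first 40 of another cluster were left out. Fewer blood and extraembryonic cells would raise all other cell types alike. The cardiac and pharyngeal median of 1.51 lay 1.88 log2 above the presomitic one (95% bootstrap interval 1.28 to 2.89). Of the other lists, axial mesoderm (1.30) and paraxial mesoderm (1.11) lay nearest below the cardiac and pharyngeal median. Neuroectoderm (0.20) and surface ectoderm (-0.05) lay between paraxial and presomitic mesoderm (-0.37). Presomitic cells may themselves be fewer, and the interval resamples genes and not libraries. A contribution from fewer blood and extraembryonic cells therefore stays open. Cardiac and pharyngeal cells among the sorted cells stay open, although the dissection and the GFP gate were meant to keep such cells out, because the purity of the sort was not tested. The 10 markers with the most reads had a median of 1.76 (0.78 to 3.03), which restates the pattern because they come from the list that showed it. They ranged from -0.10 (Rbbp7) to 3.41 (Rbm24), wider than the range of 1 log2 set for an even admixture of such cells. That limit decides nothing, because a marker that other cells also express rises less when such cells are added. Such cells cannot be told apart from expression by the organizer cells, because the sort is the group, and a difference in stage between the pools was not tested.

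For the Hox genes, 24 were still lower with TMM factors, which argues against scaling. Markers of presomitic mesoderm and caudal epiblast lay 2.22 log2 above the Hox genes (1.27 to 3.12), which met the bound set against fewer of those cells. That bound was too weak, because markers read in many cell types can hide a loss. Of 33 markers, 3 fell below the Hox median, namely Mesp1 (-4.83), Wnt8a (-4.49) and Epha5 (-2.79). The others, Tbx6 (-1.85) and Dll1 (-0.88) among them, lay above it. Fewer presomitic and caudal epiblast cells therefore stay open. Allantois markers other than Hox genes had a median of -0.83 (-1.54 to -0.24), above the Hox median of -2.50. The limit that the 2 medians lie close, set after the data were seen, was therefore not met. The markers were still lower, so fewer allantois cells may contribute, and this stays open because other cells with Hox RNA cannot be told apart here. Position of the LRO cells in the embryo is a biological explanation that was not tested.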
